# Aberrantly activated Gli2-KIF20A axis is crucial for growth of hepatocellular carcinoma and predicts poor prognosis

**DOI:** 10.18632/oncotarget.8441

**Published:** 2016-03-28

**Authors:** Chao Shi, Dengliang Huang, Nonghua Lu, Dan Chen, Minhong Zhang, Yehong Yan, Libin Deng, Quqin Lu, Hua Lu, Shiwen Luo

**Keywords:** glioma-associated oncogene 2, Forkhead box M1, kinesin family member 20A, transcriptional regulation, hepatocellular carcinoma

## Abstract

Glioma-associated oncogene 2 (Gli2), a primary transcriptional regulator of Hedgehog (Hh) signaling, is essential for hepatocellular carcinoma (HCC) growth and survival. However, the underlying molecular mechanism and crucial downstream targets of Gli2 in human HCC are not fully understood. Here, we report the identification of kinesin family member 20A (KIF20A) as a novel downstream target of Gli2, which is important for HCC proliferation and tumor growth. Inhibition of Hh signaling leads to a remarkable decrease of KIF20A expression in HCC cells, whereas overexpression of Gli2 elevates KIF20A expression by activating Forkhead Box M1 (FoxM1)-MMB complex-mediated transcription of this kinesin gene. Gli2-induced HCC cell growth requires enhanced expression of KIF20A, and knockdown of Gli2 or KIF20A represses the proliferation of HCC cells *in vitro* and *in vivo*. Correlated with these results, analyses of clinical HCC samples show that Gli2, FoxM1 and KIF20A are highly elevated in primary HCC samples and represent significant risk factors for HCC recurrence and survival. Conclusion: KIF20A is an important downstream target gene of Hh signaling. And, the Gli2-KIF20A axis is essential for the proliferation and growth of human HCC cells. Our study also suggests Gli2-KIF20A axis as a potential target for future therapeutic intervention and as an independent prognostic biomarker for HCC.

## INTRODUCTION

Hepatocellular carcinoma (HCC) is the sixth most common primary malignancy worldwide. Although significant advances have been made in diagnosis and treatment, the prognosis of HCC remains poor. High recurrence rate and resistance to radiochemotherapy account for the poor prognosis of HCC [1]. Therefore, a better understanding of molecular insights into the malignancy of HCC is necessary for the development of an effective target-specific therapy against HCC with minimum side effects.

One of the important molecular pathways associated with HCC is Hedgehog (Hh) signaling [2]. Activation of Hh signaling relies on the binding of an Hh ligand to Patched, which unleashes the transmembrane G-protein-coupled receptor Smoothened to activate a family of transcription factors, Glis, by inducing their nuclear translocation. In the nucleus, Glis, specifically Gli2 or Gli3, bind to the consensus sequence 5′-GACCACCCA-3′ to transactivate expression of their target genes, including CCND1, CCND2, BCL2, SNAL1, and Hh self-regulating genes, such as PTCH1 and GLI1 [3]. There are three members in the Gli family, Gli1, Gli2, and Gli3. Gli1 and Gli2 primarily act as transcriptional activators, whereas Gli3 acts as a transcriptional repressor in the Hh signaling pathway [4]. Gene targeting studies in mice have demonstrated that Gli2 is the primary mediators of Hh signaling and is essential for embryogenesis, whereas Gli1 is dispensable for animal development [5]. In a normal adult liver, Hh pathway activity is generally blocked, whereas constitutive activation of this pathway has been described in HCC [2]. Hh signaling has been shown to contribute to the proliferation, invasion, metastasis and autophagy of HCC cells [6, 7], and blockade of Gli2 is sufficient to repress HCC cell growth [8]. Recent studies have shown that Gli2 is involved in the direct regulation of key cell cycle regulators in the G1 phase, including CCND1 and CCND2 [9]. However, it remains unknown if Gli2 regulates the cell cycle by controlling expression of other cell cycle-regulated genes.

Accelerated cell cycles promote cancer cell growth and proliferation, which involve other molecules, such as kinesins, that are important for mitosis. Kinesin superfamily proteins (KIFs), initially identified in 1985 [10], are present in all eukaryotes. Emerging evidence has shown that KIFs play important roles in cell mitosis and meiosis [11]. Sixteen mitotic kinesins are crucial for the development and progression of various cancers [12]. Knockdown of these genes dramatically inhibited tumor cell growth and caused mitotic arrest and apoptosis. However, it remains unclear how the expression of these mitotic KIFs is regulated and which kinesin(s) play(s) a role in the development and progression of HCC.

To address these outstanding questions, we performed a set of bioinformatic analyses and experiments to identify potential target genes of aberrant Hh signaling that are critical for the development of HCC. We identified kinesin family member 20A (KIF20A) as a downstream target gene of Gli2 via FoxM1-MMB complex. Our results demonstrate that the Gli2-KIF20A axis plays a crucial role in HCC growth and progression and could serve as an important biomarker for predicting HCC prognosis in the clinic. Our study also suggests that this axis might serve as a potential target for future development of anti-HCC therapy.

## RESULTS

### KIF20A is a downstream target of Hh signaling

The Hh signaling pathway plays an important role in the cell cycle and proliferation [13]. 

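HCC-LM3, a human hepatocellular carcinoma (HCC) cell line, was incubated with cyclopamine (20 μM), GANT61 (20 μM) or the vehicle DMSO for 48 h, and RNA from each condition was hybridized to 1 Illumina HumanHT-12 v4 Expression BeadChip array. Cyclopamine blocks SMO, the membrane protein that passes on the Hedgehog (Hh) signal, and GANT61 acts further down the pathway, on the Gli transcription factors. With 1 array per condition there is no replicate check on any difference between these arrays, so no p-value is given and genes are described by the size of their change. The values are the signal intensities of 47319 probes that the authors deposited after normalization between the arrays. The medians were 47.7 on the DMSO array, 47.6 on the cyclopamine array and 47.6 on the GANT61 array, and the sorted values of the 3 arrays were identical among the brightest probes and differed by at most 0.884% at any rank. The scale is linear and genes were not centred. No subtraction of background is apparent, since the lowest intensity on each array is 27.1. A background correction followed by an added offset cannot be excluded from these values. The software behind them is not given in the sources used here. The log2 of each intensity was taken, and a probe was counted as above background where it exceeded 1.5 times the most common intensity of its array, which is an intensity of 63.7. This left 15787, 15788 and 15789 probes above background on the DMSO, cyclopamine and GANT61 arrays. Each gene was represented by its brightest probe, and 10440 of 20043 genes were above background on at least 1 array. Probe pairs of one gene gave an SD of 0.32 to 0.47 for a log2 difference between a pair of arrays, depending on brightness. It was scaled from the median absolute deviation, which gives little weight to pairs that lie far apart. This SD covers probes and not cultures. The DMSO array stood apart from the other two, with an SD of the log2 difference over probes of 0.62 against cyclopamine and 0.74 against GANT61, compared with 0.51 between the treated arrays. Of 12 reference genes, which are commonly used to scale expression data, the median log2 difference from DMSO was −0.52 with cyclopamine and −0.70 with GANT61. GAPDH had an intensity of 13889 with DMSO, 9581 with cyclopamine and 8002 with GANT61 by its brightest probe. These are log2 differences of −0.54 and −0.80, and its other probes fell more, by −0.64 and −1.31 and by −0.58 and −1.16. Scaling the arrays on these reference genes would move the median of all genes up by 0.52 with cyclopamine and by 0.70 with GANT61 on the log2 scale.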

To investigate the role of aberrant Hh signaling in the initiation and progression of HCC, we analyzed gene expression profiles in response to the inhibition of Hh signaling in HCC-LM3 cells using a cDNA microarray technique. 

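In HCC-LM3 cells, 659 genes were at least 2-fold lower and 491 at least 2-fold higher with cyclopamine than with DMSO. With GANT61, 1006 genes were lower and 852 higher by the same rule. With both compounds 485 genes were lower and 256 were higher. The largest fall in both was that of SNAR-A1, a small noncoding RNA, from an intensity of 7495 with DMSO to 169.8 with cyclopamine and 314 with GANT61. BSG (basigin), a membrane glycoprotein that accompanies lactate transporters, went from 9684 to 1588 and 1060. UCP2, a mitochondrial carrier, went from 1331 to 176 and 109 (log2 differences of −2.92 and −3.60). GNAI2, an inhibitory G protein subunit, and TRIM28, a transcriptional corepressor, had log2 differences of −2.78 and −2.69 with cyclopamine and −3.03 and −2.61 with GANT61. YWHAE, a 14-3-3 protein, had −3.77 and −3.76 by its brightest probe, whereas its other probe gave −0.61 and −0.032. Among the genes higher with both, LGALS3 (galectin-3) went from 189.9 to 1076 and 1126, TNFRSF14, a receptor of the TNF family, from 161 to 2177 and 684, and GDF15, a cytokine induced by cell stress, from 79.4 to 269 and 391. Between the treated arrays, 355 genes were at least 2-fold lower and 241 at least 2-fold higher with GANT61 than with cyclopamine. SERPINE2, a protease inhibitor, had an intensity of 895 with DMSO, 812 with cyclopamine and 8979 with GANT61, and CDKN1A, which encodes the cell cycle inhibitor p21, had 1015, 1264 and 6506. COL5A1, a collagen chain, had 2104, 2004 and 421. Only 3 genes were at least 2-fold away from DMSO in opposite directions, namely FST (lower with cyclopamine and higher with GANT61) and IGSF5 and PIEZO2 (the reverse), of which PIEZO2 was chosen after its values were seen. The other FST probe had log2 differences of −0.069 and 1.84. Independent lists of these lengths would share 63.5 lower and 40.1 higher genes. Simulated arrays with no change, set against 1 shared DMSO array, shared at most 29 lower and 23 higher genes in 1000 runs. They hold only normal noise of the SD between probes. Outlying probes and differences between cultures are left out, so these shared counts may be too low. Across genes, which are not independent replicates, the changes with the 2 compounds had a Pearson r of 0.74 and a covariance of 0.37, where the simulated arrays gave a mean r of 0.50 (0.48 to 0.52) and a mean covariance of 0.0844. The single DMSO array cannot be split, so part or all of the excess may come from the shared control. Scaled on the reference genes, an alternative chosen after seeing the data, 183 genes were lower and 2152 higher with cyclopamine, 232 were lower and 3591 higher with GANT61, and 107 were lower with both.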

As shown in Supplementary Figure S1A–S1C, 335 genes were down-regulated after treatment with both cyclopamine (an antagonist of SMO) [14] and GANT61 (a specific small-molecule inhibitor of Glis) [15]. To test whether these DEGs induced by Hh signaling inhibition were highly expressed in HCC tissues, we identified six HCC datasets that met the inclusion criteria (368 tumors, 341 non-tumors; Supplementary Table S1) and performed microarray meta-analyses, as described in the Supplementary Information. This approach identified 175 genes significantly over-expressed in HCC across all six datasets. A comparison of these candidate genes with a list of 335 genes that were identified as being markedly repressed (*DiffScore* < −50) in HCC-LM3 cells treated with both cyclopamine and GANT61 revealed 7 putative Hh targets that were overexpressed in HCC (Figure 1A and Supplementary Figure S1D). Among these candidates, KIF20A captured our attention because it is a member of the KIF family, which has been shown to play an important role in the cell division and proliferation of cancer cells [16]. 

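On the 3 arrays, all 7 genes drawn in Figure 1A were at least 2-fold lower with both compounds than with DMSO. CCT3, a subunit of the chaperonin that folds actin and tubulin, had an intensity of 3684 with DMSO, 1260 with cyclopamine and 1451 with GANT61. FEN1, the endonuclease that trims flaps in DNA replication, had 4256, 1271 and 2051. TPX2, a spindle assembly factor that activates Aurora A, went from 1249 to 342 and 405. HSP90AB1, a cytosolic HSP90 chaperone, went from 4480 to 1305 and 1595. LSM4, a component of RNA-processing Sm-like complexes, went from 4011 to 1393 and 1030. The smallest fall was that of FEN1 with GANT61, a log2 difference of −1.05, and the largest of these 5 was that of LSM4 with GANT61, at −1.96. FEN1 has a second probe, at −1.80 and −1.39. The dimmer probe of CCT3 had a log2 difference of −0.17 with cyclopamine and 0.26 with GANT61, against −1.55 and −1.34 for the brighter one, and with the mean of all probes 6 of the 7 genes were 2-fold lower with both compounds. Scaled on the reference genes, only 2 of the 7 were. The paper chose these genes in part on these arrays, so their direction here is not independent evidence, and the tumor datasets were not analysed here.

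**Figure D1:**
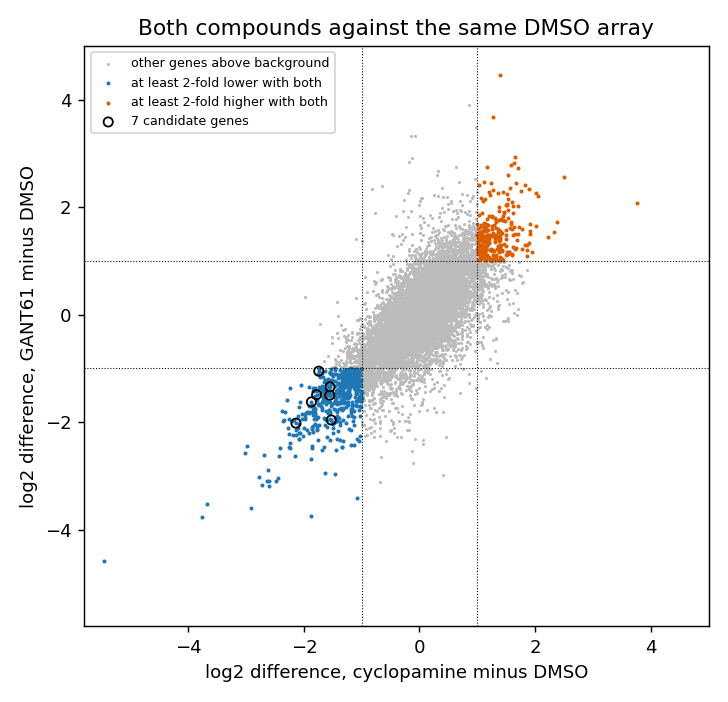
Log2 difference from DMSO with cyclopamine (horizontal axis) and with GANT61 (vertical axis) for the 10440 genes above background, 1 point per gene. Dotted lines mark 2-fold, the 485 genes at least 2-fold lower with both compounds are blue, the 256 higher with both are orange, and open circles mark the 7 candidate genes of Figure 1A, which all lie among the blue points.

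**Figure D2:**
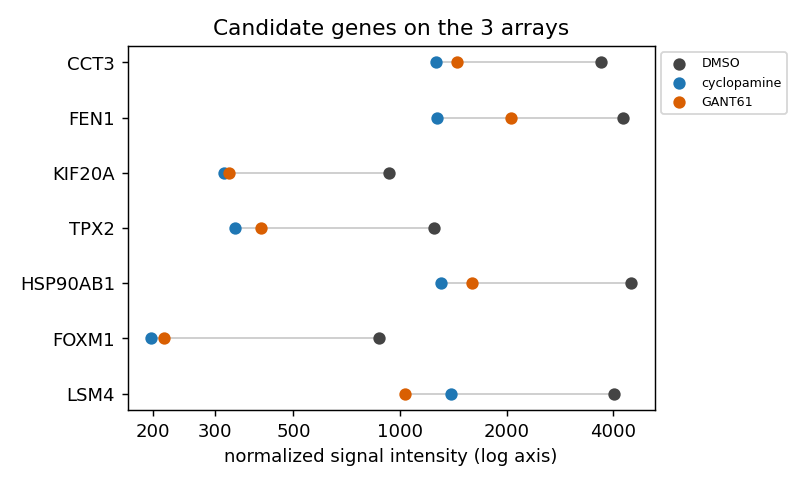
Normalized signal intensity (log axis) of the 7 candidate genes on the DMSO, cyclopamine and GANT61 arrays, 1 point per array. For each gene the DMSO point lies to the right of both treated points, and the grey line spans the 3 values.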

Expression of the KIF20A gene was markedly decreased by more than 50% after blocking Hh signaling (Supplementary Figure S1E, left). This result was further validated by real-time PCR analysis (Supplementary Figure S1E, right). Moreover, KIF20A was significantly overexpressed across all HCC datasets (Figure 1B and Supplementary Figure S1F). 

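KIF20A, a mitotic kinesin needed for cytokinesis, had an intensity of 932 with DMSO, 318 with cyclopamine and 329.5 with GANT61. This is a decrease of 65.9% with cyclopamine and of 64.6% with GANT61, or log2 differences of −1.55 and −1.50. KIF20A has 1 probe on the array, and its mean fall over both compounds ranked 202 among the 10440 genes above background. The SD of a log2 difference at this brightness, estimated as above from probe pairs of other genes, was 0.47. Of 16 listed mitotic kinesins, 13 were above background, and KIFC1, KIF20A, KIF11 and KIF22 were at least 2-fold lower with both compounds. KIFC1, a minus-end-directed spindle kinesin, went from 775 to 164.8 and 301 and KIF22, which moves chromosome arms, from 662 to 227 and 317. KIF11, which pushes spindle poles apart, had log2 differences of −1.37 and −1.32 by its brighter probe and −0.37 and −0.15 by the other. KIF4A and KIF2C passed 2-fold with cyclopamine only, at −1.05 and −1.25, against −0.89 and −0.45 with GANT61, a contrast that was not tested. KIF14 had −0.045 and 0.053, and KIF18A −0.31 and 0.16. The median log2 difference of the 13 kinesins was −0.86 with cyclopamine and −0.65 with GANT61, the latter turning to 0.046 when scaled on the reference genes. These medians lay at the 0.010 and 0.96 percentile of 10000 random lists of equal size and brightness, which describes these arrays and is no p-value. All 13 kinesins were higher with GANT61 than with cyclopamine, though KIF20A by only 0.052 on the log2 scale. The median of this difference was 0.45, at the 99.6 percentile of such lists. Scaled on the reference genes, the decrease of KIF20A was 51.1% with cyclopamine and 42.6% with GANT61.

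**Figure D3:**
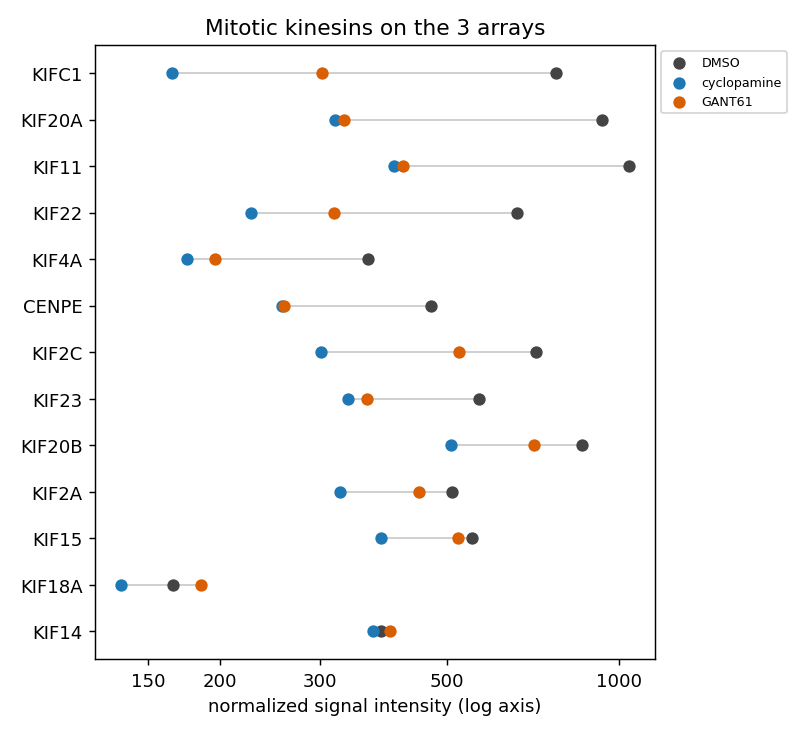
Normalized signal intensity (log axis) of the 13 mitotic kinesins above background on the DMSO, cyclopamine and GANT61 arrays, 1 point per array, ordered by mean fall. KIFC1 and KIF20A at the top lie far below their DMSO values with both compounds, whereas the 3 points of KIF14 nearly coincide.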

Because Gli2 is the primary transcription factor of Hh signaling and plays a predominant role over Gli1 and Gli3 in regulating the expression of downstream genes and the proliferation of HCC cells [8], we also tested whether Gli2 knockdown affects the expression of KIF20A. Gli2 knockdown markedly repressed the mRNA levels of KIF20A (Figure 1C). These results indicate that blockade of Hh signaling significantly represses the expression of KIF20A, which is highly expressed in HCC tissues.

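Genes of the Hh pathway itself were for the most part dim on the same arrays. Of 19 pathway genes and direct targets with a probe, 8 were above background on at least 1 array. GLI1 and PTCH1, target genes by which Hh activity is commonly read, and SMO were not above background on any of the 3 arrays, nor was the ligand SHH or the target genes SNAI1, MYCN and CCND2. GLI2 had an intensity of 127 with DMSO, 108 with cyclopamine and 74.0 with GANT61, log2 differences of −0.24 and −0.79. GLI3 had 109, 109.6 and 78.1. JAG2, a Notch ligand, was the 1 member at least 2-fold lower with both compounds, at −1.15 and −1.34. BCL2, an inhibitor of apoptosis, had 195, 286 and 129.6, a log2 difference of 0.55 with cyclopamine and −0.59 with GANT61, and its other probe above background had 0.93 and −0.18. CCND1 (cyclin D1) had 1576, 1582 and 1366. Of the 8 genes, 4 were lower to any extent with cyclopamine and all 8 with GANT61. Their median was −0.12 with cyclopamine and −0.45 with GANT61, at the 32.2 and 9.44 percentile of random lists. Scaled on the reference genes, these medians turned to 0.40 and 0.25. The low intensities of the pathway genes limit what these arrays can show about them. From its results with both inhibitors and after Gli2 knockdown, the paper concludes that blockade of Hh signaling represses the expression of KIF20A.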

**Figure 1:**
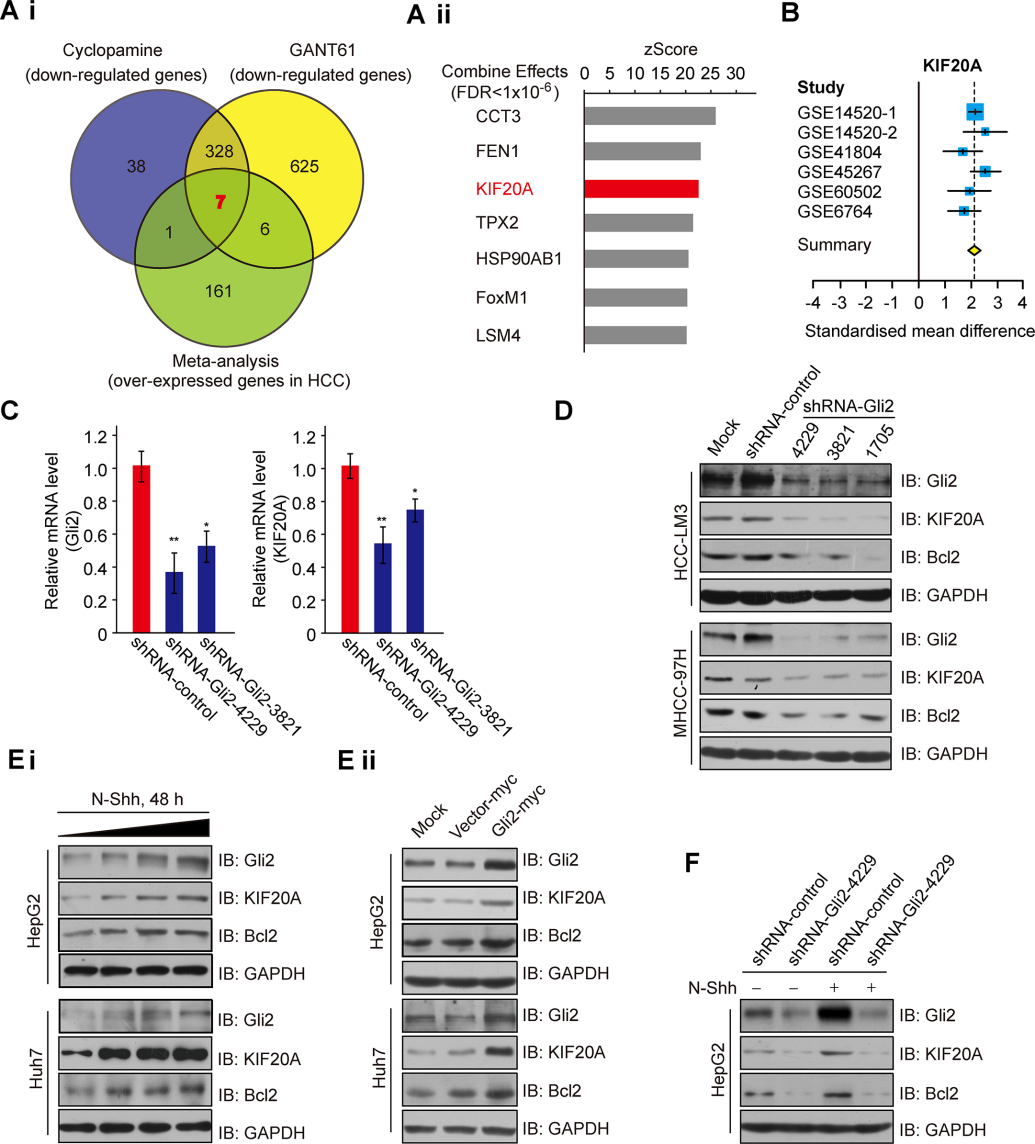
Expression of KIF20A is regulated by the Hh signaling pathway (**Ai**) Venn diagram of Hh inhibitors down-regulated genes in HCC-LM3 cells and overexpressed genes identified by meta-analysis in the HCC cohort. (**Aii**) Seven candidate genes from (Ai) were sorted by z-scores that were extracted from the meta-analysis (Combine Effects). (**B**) Forest plot of KIF20A expression across all meta-analysis datasets. (**C**) HCC-LM3 cells transfected with the indicated plasmids were subjected to real-time PCR analysis for Gli2 and KIF20A expression. *P < 0.05, **P < 0.01. (**D**) HCC-LM3 and MHCC-97H cells were transfected with shRNA-control or shRNA-Gli2 for 48 h and were harvested for WB analysis with the indicated antibodies. (**E**) HepG2 and Huh7 cells were incubated with N-Shh (Ei) or transfected with the indicated plasmids (Eii) for 48 h and were harvested for WB analysis with the indicated antibodies. (**F**) HepG2 cells transfected with shRNA-control or shRNA-Gli2 were incubated with or without N-Shh (0.4 μg/ml) for 48 h and were harvested for WB analysis with the indicated antibodies.

Next, we tested whether protein expression of KIF20A is also reduced in response to inactivation of Hh signaling. Consistent with the above results, both shRNAs-Gli2 and Hh inhibitors (cyclopamine/GANT61) decreased the protein levels of Gli2 and KIF20A, as well as Bcl2 (as a positive control) [17], in HCC-LM3 and MHCC-97H cells (Figure 1D and Supplementary Figure S1G). In line with this result, treatment of HepG2 and Huh7 cells with N-Shh, an Hh ligand, increased the protein levels of Gli2, KIF20A and Bcl2 in these cells (Figure 1Ei), whereas overexpression of Gli2-myc induced higher protein levels of KIF20A and Bcl2 (Figure 1Eii). The induction of KIF20A was dependent on Gli2, as knockdown of the latter markedly blocked the N-Shh induction of the former in HepG2 cells (Figure 1F). Taken together, these results demonstrate that Gli2 is responsible for the induction of KIF20A in response to Hh signaling in HCC cells.

### Gli2 enhances KIF20A expression via activation of FoxM1

Next, we determined whether Gli2 could directly promote the transcription of KIF20A. Overexpression of ectopic Gli2 markedly increased luciferase activity driven by both the KIF20A and Bcl2 promoters in HepG2 cells (Figure 2Ai), whereas Gli2 knockdown drastically suppressed luciferase activity in HCC-LM3 cells (Figure 2Aii). However, we could not find any putative Gli2-binding DNA elements in the KIF20A promoter using the promoter-identifying program MatInspector professional version 7.2 from Genomatics (http://www.genomatix.de/) [18], suggesting that Gli2 regulates KIF20A transcription through an indirect mechanism.

**Figure 2:**
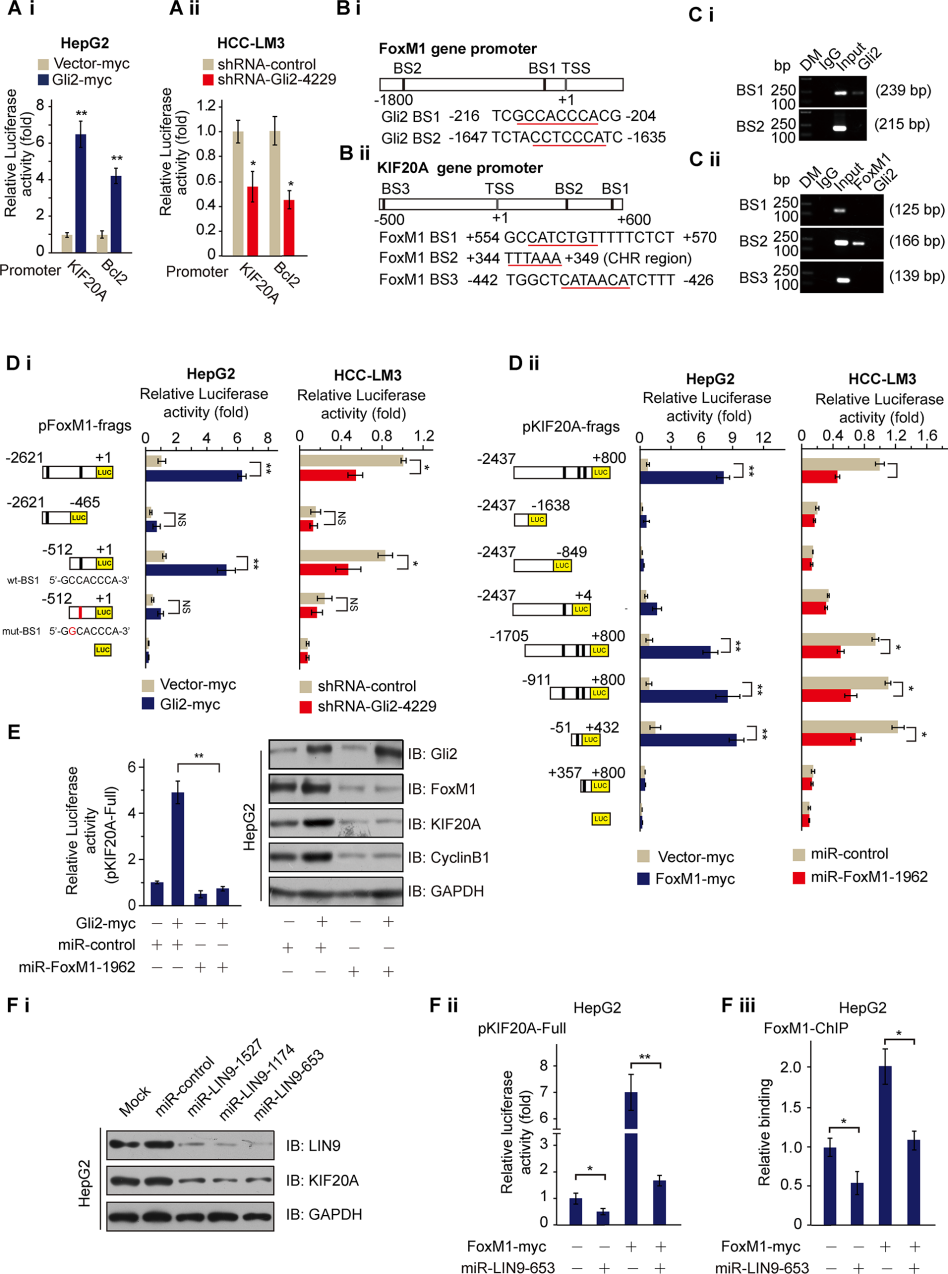
Gli2 regulates the expression of KIF20A by directly promoting FoxM1 expression (**Ai** and **Aii**) KIF20A-luciferase constructs were transfected into HepG2 or HCC-LM3 cells with or without the indicated plasmids for 48 h and subjected to dual luciferase assay. Human Bcl2-luciferase constructs served as the positive control. *P < 0.05, **P < 0.01. (**Bi** and **Bii**) Schematic diagrams of the FoxM1 and KIF20A promoter regions indicate the putative transcription factor binding sites. (**C**) Chromatin was isolated from HCC-LM3 cells, and ChIP assays were performed with control (IgG), anti-Gli2 or anti-FoxM1 antibodies. Specific primers for each putative binding element were used for the PCR analyses. DM, DNA marker. (**Di**) A series of FoxM1-luciferase constructs (left) were transfected into HepG2 or HCC-LM3 cells with or without the indicated plasmids for 48 h and subjected to dual luciferase assay. (**Dii**) A series of KIF20A-luciferase constructs (left) were transfected into HepG2 or HCC-LM3 cells with or without the indicated plasmids for 48 h and subjected to dual luciferase assay. *P < 0.05, **P < 0.01. (**E**) The KIF20A promoter and Gli2-myc or miR-FoxM1-1962 were transfected into HepG2 cells in triplicate. Relative KIF20A promoter activities were measured 48 h after transfection by the dual luciferase assay (left). And the proteins harvested from the cells were subjected to WB analysis (right). **P < 0.01. (**Fi**) HepG2 cells were transfected with miR-control or miR-LIN9 for 48 h and harvested for WB analysis with the indicated antibodies. (**Fii**) The KIF20A promoter and FoxM1-myc or miR-LIN9 were transfected into HepG2 cells in triplicate. Relative KIF20A promoter activities were measured 48 h after transfection by the dual luciferase assay. *P < 0.05, **P < 0.01. (**Fiii**) FOXM1 ChIP was performed on promoters of the KIF20A after knockdown of LIN9 or in the presence of a scramble miR-control. *P < 0.05.

Previous studies showed that expression of KIF20A is regulated in a cell cycle-dependent manner, as it peaked in the G2/M phase [19]. Also, FoxM1, a member of the Forkhead box transcription factor family, plays a crucial role in the regulation of periodic gene transcription at the G2-M phase of the cell cycle [20]. Additionally, our microarray and meta-analyses showed that FoxM1 is over-expressed in HCC tissues, and its expression is significantly decreased after treatment with cyclopamine and GANT61 (Figure 1A and Supplementary Figure S1D). Thus, we suspected that Gli2 might induce the transcription of KIF20A via FoxM1. 

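On the arrays, FOXM1 had an intensity of 874 with DMSO, 199 with cyclopamine and 215 with GANT61, a decrease of 77.3% and 75.4%. The log2 differences were −2.14 and −2.02, and the second FOXM1 probe gave −1.91 and −2.17. Of 35 G2/M genes known to be bound by FOXM1 or the MMB complex, listed with FOXM1 itself, 5 were at least 2-fold lower with both compounds. Besides FOXM1 and TPX2 these are PRC1, a spindle midzone protein, at −1.58 and −1.49, and CDCA8 (borealin) and AURKB, both of the chromosomal passenger complex, at −1.71 and −1.15 and at −1.53 and −1.11. Going the other way, ECT2, which acts in cytokinesis, had 1.01 and 1.35 and CDK1 0.49 and 1.09. AURKB, ECT2 and CDK1 were chosen after their values were seen. Other members had smaller differences, such as CCNB2 (cyclin B2), at −0.50 and −0.34. CCNB1 (cyclin B1), the partner of CDK1 at entry into mitosis, had −0.045 and 0.29. MKI67, which encodes the proliferation marker Ki-67, had an intensity of 117 with DMSO and 67.4 with cyclopamine and was not above background with GANT61, so that it was at least 1.83-fold lower there. The median of the 35 genes was −0.62 with cyclopamine and −0.35 with GANT61 (−0.50 and −0.34 with dim values set to the background limit), and scaled on the reference genes that with GANT61 turned to 0.35. These medians lay at the 0.00 and 0.54 percentile of random lists. Those of the 12 reference genes lay at 0.06 and 0.06, so such a place is not particular to G2/M genes. The median of 36 genes of S phase and DNA replication above background was −0.32 with cyclopamine, turning to 0.20 when scaled on the reference genes, and 0.044 with GANT61. Of these genes, 7 were at least 2-fold lower with cyclopamine, among them MCM5, a subunit of the replicative helicase, at −1.96, and TK1 (thymidine kinase), at −1.72. With GANT61 7 were lower, MCM5 at −1.83 and TK1 at −1.47, and 4 were higher. The median of GANT61 minus cyclopamine was 0.36 for the S phase genes and 0.20 for the 35 G2/M genes. These lay at the 99.98 and 96.62 percentile of random lists. Among the MMB components, LIN54 was higher with both compounds, at 1.39 and 1.29, while LIN9 had 0.40 and 0.42, RBBP4 −0.070 and 0.063 and LIN52 0.19 and 0.87. MYBL2 was above background with DMSO alone, at an intensity of 65.0, and LIN37 with DMSO (67.0) and GANT61 (66.7) but not with cyclopamine.

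**Figure D4:**
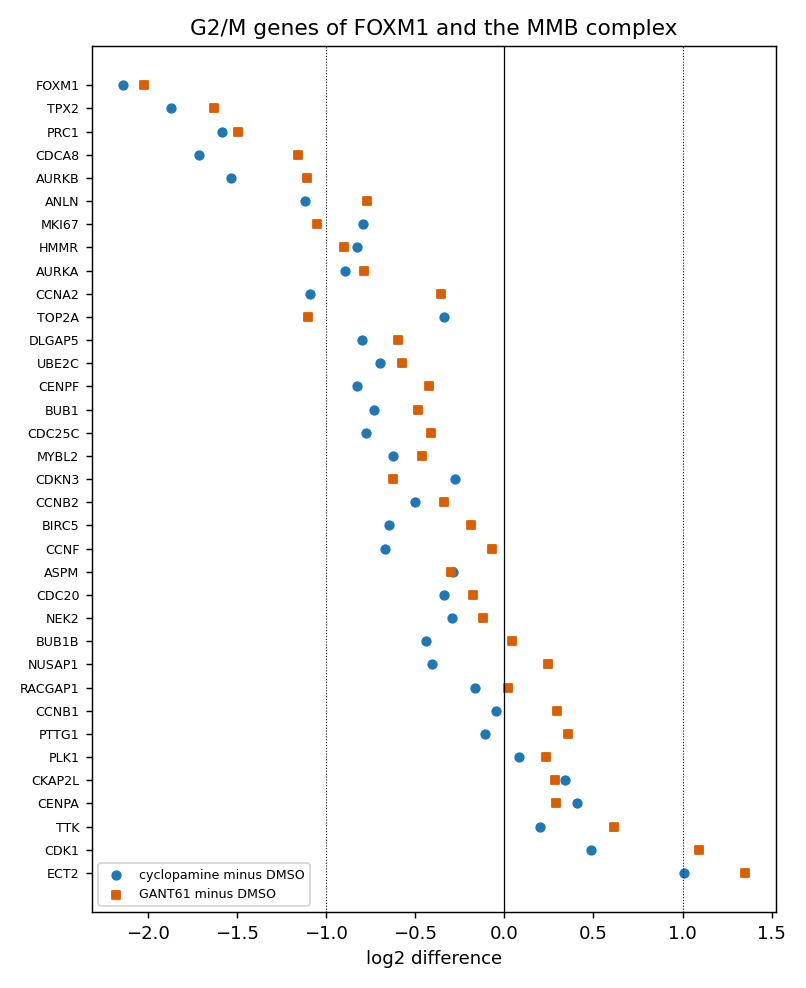
Log2 difference from DMSO with cyclopamine (circles) and with GANT61 (squares) for the 35 G2/M genes, ordered by their mean, 1 array per condition. FOXM1 has the lowest mean, and dotted lines mark 2-fold.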

Supporting this idea, two potential Gli2-binding sites (BS1: −216 ~ −204 and BS2: −1647 ~ −1635) were identified in the FoxM1 promoter (Figure 2Bi). We also found two consensus FoxM1 binding sites (BS1: +554 ~ +570 and BS3: −442 ~ −426) in the KIF20A promoter as well as a CHR (cell cycle gene homology region) region (BS2: +344 ~ +349) [21, 22] as a potential FoxM1 binding site downstream of the transcriptional start site of the KIF20A gene (Figure 2Bii). To test this idea, we conducted a set of ChIP assays and found that Gli2 binds to BS1, but not BS2, of the FoxM1 promoter, whereas FoxM1 binds to CHR, but not the other two predictive sites, in the KIF20A promoter (Figure 2C).

To confirm the ChIP results, we constructed a set of luciferase reporter vectors driven by either the Gli2-binding site-containing FoxM1 promoter or the FoxM1-binding site-containing KIF20A promoter (Figure 2D) and performed luciferase reporter assays using HCC cells. As shown in Figure 2D, overexpression of Gli2 increased luciferase activity driven by the full-length or the short BS1-containing FoxM1 promoter, but not the pFoxM1–(−2621 ~ −465) region that lacks Gli2 binding sites or the mutated BS1-containing FoxM1 promoter in HepG2 cells (left graph of Figure 2Di), whereas Gli2 knockdown markedly decreased this luciferase activity in HCC-LM3 cells (right graph of Figure 2Di). Additionally, as expected, overexpression of FoxM1 significantly stimulated luciferase activity driven by the FoxM1-binding DNA element-containing KIF20A promoter and its fragments, but not the other fragments that lack CHR region (left graph of Figure 2Dii), whereas FoxM1 knockdown markedly reduced the luciferase activity driven by these promoter regions (right graph of Figure 2Dii and Supplementary Figure S2Ai). These results indicate that the KIF20A–(−51 ~ +432) DNA fragment containing CHR is sufficient for FoxM1-binding. The role of FoxM1 in the Gli2 activation of KIF20A transcription was further confirmed because FoxM1 knockdown impaired the induction of KIF20A promoter-driven luciferase activity and KIF20A protein levels by the overexpression of Gli2 in HepG2 cells (Figure 2E).

MMB is a complex, which includes MuvB core complex components (LIN9, LIN37, LIN52, LIN54, and RBBP4) and MYBL2. And it plays a role in controlling cell cycle dependent transcription of genes at the G2-M phase [23]. Since the CHR element is important for recruitment of the MMB complex, and FoxM1 controls cell cycle dependent gene expression by interacting with the LIN9 member of the MMB core [23, 24], we wondered if FoxM1 is also recruited to the CHR element of the KIF20A promoter to regulate KIF20A expression via LIN9. We first examined the role of LIN9 in FoxM1-mediated transcriptional activation. LIN9 knockdown decreased the protein levels of KIF20A (Figure 2Fi). And overexpression of FoxM1 resulted in the expected activation of KIF20A promoter-driven luciferase reporter gene. However, the activation was severely curtailed upon LIN9 knockdown (Figure 2Fii). Consistently, LIN9 knockdown also markedly reduced FoxM1 binding to the CHR of the KIF20A promoter, indicating that the MMB complex recruit FoxM1 to the CHR element of the KIF20A promoter (Figure 2Fiii). Taken together, these results demonstrate that Gli2 regulates KIF20A expression by activating FoxM1-MMB-mediated transcription of this kinesin gene.

### The Gli2-KIF20A axis contributes to proliferation and cell cycle progression of HCC cells

To determine the biological effect of KIF20A on HCC cells, we conducted a set of cell colony and survival assays using two engineered miRNA constructs that efficiently reduced the expression of KIF20A in HepG2 and HCC-LM3 cells (Supplementary Figure S2Aii). As shown in Figure 3A and Supplementary Figure S2B and 2C, KIF20A knockdown reduced the colony formation and growth rate of HepG2 and HCC-LM3 cells. Moreover, knockdown of KIF20A resulted in the accumulation of G2/M, ≥ 4N (≥ 4N cells, i.e., binucleated and multinucleated cells) HepG2 and HCC-LM3 cells (Figure 3B and Supplementary Figure S2D). This phenomenon was confirmed by fluorescence microscopic analysis (Figure 3C). Furthermore, KIF20A knockdown resulted in a later regression of cleavage furrow and subsequently impaired cytokinesis of HepG2 cells, as analyzed by immunofluorescence and time-lapse live-cell imaging (Figure 3D, Supplementary Figure S2E). These results indicate that KIF20A is important for mitosis during the cell cycle of HCC cells.

**Figure 3:**
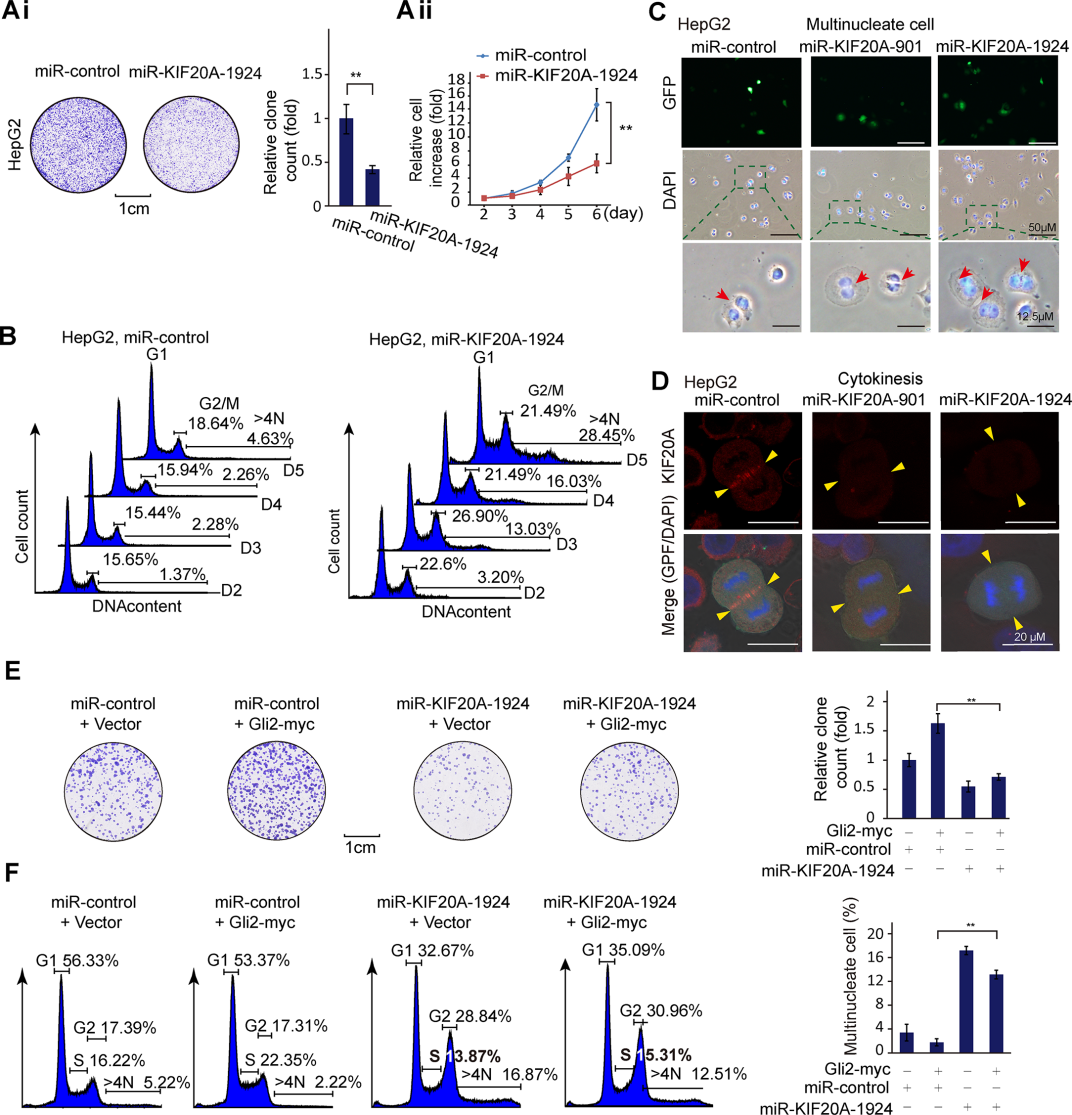
The Gli2-KIF20A axis mediates the growth of HCC cells by promoting cell cycle progression (**Ai**) Representative clonogenic assay of HepG2 cells expressing the indicated plasmids. Quantitative analysis was performed using ImageJ software. The bar graph shows the means ± SD, *n* = 3, **P < 0.01. (**Aii**) HepG2 cells transfected with the indicated plasmids were harvested at the indicated time points, and the numbers of cells were expressed as the fold change relative to the first time point. The data shown represent the means ± SD, *n* = 3, **P < 0.01. (**B**) Cell cycle distributions of HepG2 cells from (Aii) were measured at the indicated time points using flow cytometry. (**C**) HepG2 cells transfected with the indicated plasmids were fixed and stained for DNA (DAPI stain). Binucleated/multinucleated cells were observed (indicated by an arrow). (**D**) HepG2 cells transfected with the indicated plasmids were subjected to an immunofluorescence assay for KIF20A expression. Yellow block arrows indicate the KIF20A location and the regressed cleavage furrows of mitotic cells in KIF20A knockdown cells. (**E**) HepG2 cells transfected with the indicated plasmids were subjected to clonogenic assays. Quantitative analysis was performed using ImageJ software. The bar graph shows the means ± SD, *n* = 3, **P < 0.01. (**F**) HepG2 cells transfected with the indicated plasmids for 72 h were subjected to cell cycle assays. The percentages of multinucleate cells were quantified as a histogram. The data shown represent the means ± SD, *n* = 3, **P < 0.01.

To determine whether Gli2 promotes the proliferation of HCC cells, we performed colony and flow cytometric assays. As shown in Supplementary Figure S2F, overexpression of Gli2 accelerated cell growth in HCC cells. Consistent with these results, overexpression of Gli2 increased the expression of CyclinD1, CyclinE2 and CyclinB1, as revealed by Western blot analysis (Supplementary Figure S2G). In addition to these cell cycle-regulated proteins, we tested whether KIF20A is also a downstream player in Gli2-promoted cell cycle progression. As shown in Figure 3E and 3F, KIF20A knockdown attenuated the promotion of HCC cell cycle progression by the overexpression of Gli2. These results demonstrate that silencing KIF20A can inhibit HCC cell growth and proliferation by blocking mitosis and also preventing Gli2-promoted cell cycle progression.

### Inhibition of either Gli2 or KIF20A reduces HCC growth *in vivo*

To further determine the biological role of the Gli2-KIF20A axis in HCC growth, we established xenograft HCC tumor models by employing three stable doxycycline-inducible HCC-LM3 cell lines that express Lenti-shRNA-control, Lenti-shRNA-Gli2 and Lenti-shRNA-KIF20A (Figure 4A). These animals were split into two groups: group 1, shRNA-control and shRNA-Gli2; group 2, shRNA-control and shRNA-KIF20A. The HCC-LM3 cell lines in each group were injected subcutaneously into either flank of nude mice as shown in Figure 4B. Four weeks after injection of the cells with the induction of shRNA expression by doxycycline, we harvested tumors for further analyses. As shown in Figure 4B–4D, knockdown of either Gli2 or KIF20A significantly reduced tumor volume and weight. Correspondingly, the expression of important cell cycle-regulated proteins, such as CyclinD1, CyclinE2, CyclinB1, and Ki67, was also markedly reduced (Figure 4E–4F). These results demonstrate that the Gli2-KIF20A axis is crucial for the growth and proliferation of HCC cells *in vivo*.

**Figure 4:**
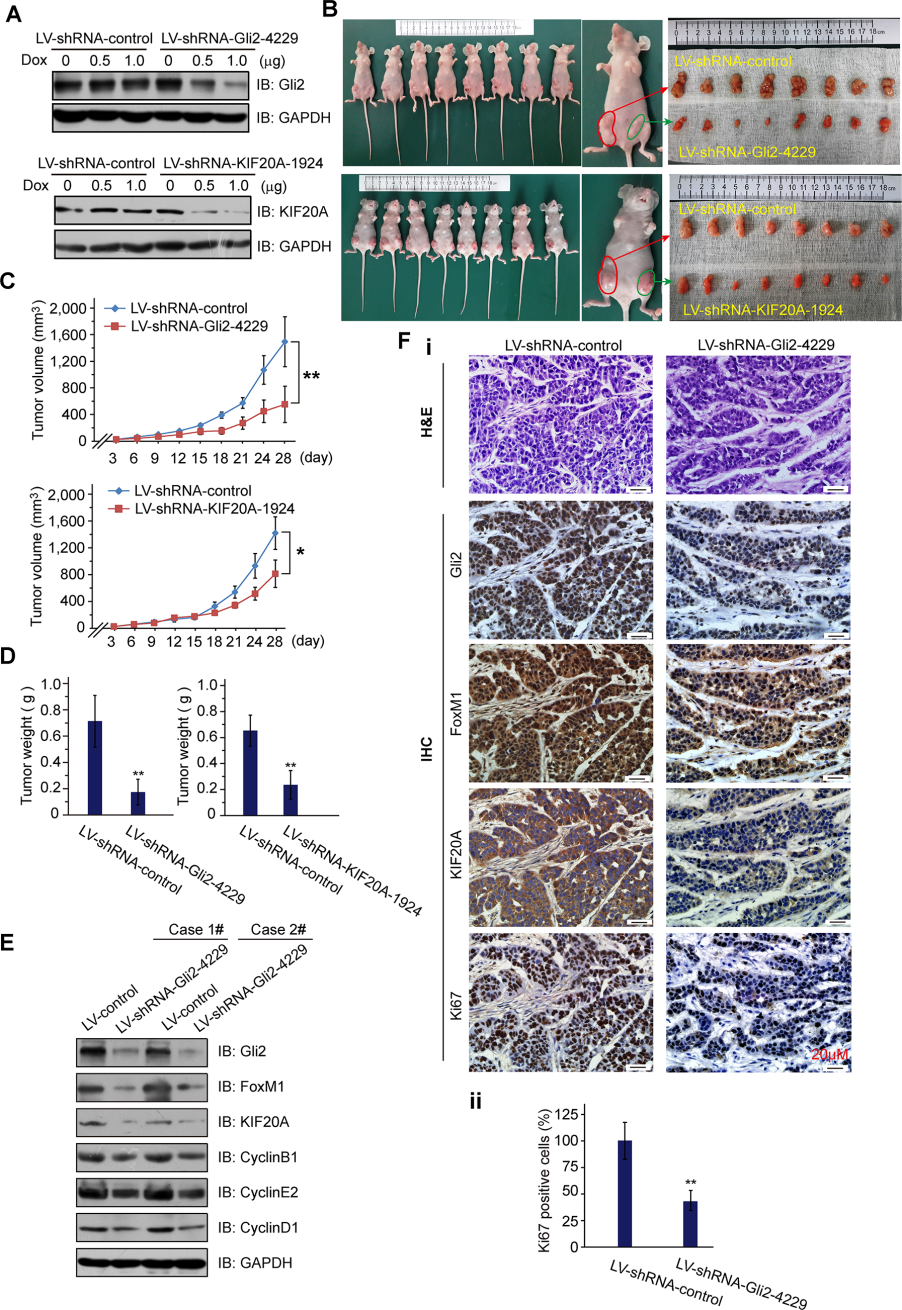
Knockdown of Gli2 or KIF20A suppresses the growth of HCC xenografts (**A**) HCC-LM3 cells were infected by lentivirus with shRNAs (Lenti-shRNA-control and Lenti-shRNA-Gli2 or Lenti-shRNA-KIF20A), and the potency of the Lenti-shRNAs Tet-on system was validated by WB analysis. (B-E) Tumors from the mice described in Supplementary Information were extracted and photographed (**B**). The graphs show the tumor growth (**C, D**). Effective knockdown of Gli2 in the HCC-LM3 cell line was confirmed by WB analysis (**E**), and these cells were examined for FoxM1, KIF20A and markers of the cell cycle (CyclinD1, CyclinE2 and CyclinB1). (**Fi**) Representative H & E, Gli2-, FoxM1-, KIF20A- and Ki67-stained sections from shRNA-control or shRNA-Gli2 expressed xenografts. (**Fii**) Quantification of Ki-67 staining. *n* = 8, **P < 0.01. Scale bars: 20 μm.

### Gli2, FoxM1 and KIF20A are abnormally elevated in HCC tissues and predict a poor clinical outcome

To translate the knowledge gained from the above cell-based and animal studies to the clinic, we examined the protein levels of Gli2, FoxM1 and KIF20A in primary HCC samples and their matched adjacent normal liver tissues (172 pairs plus 38 additional liver cancers without non-tumor tissues) by IHC and Western blot analyses. As shown in Figure 5A–5B, Gli2, FoxM1 and KIF20A were highly expressed in HCC tissues but not in their paired adjacent normal tissues. Eight representative comparisons by Western blot analysis are shown in Figure 5C. These results indicate that Gli2, FoxM1 and KIF20A are highly expressed in primary HCC tissues.

**Figure 5:**
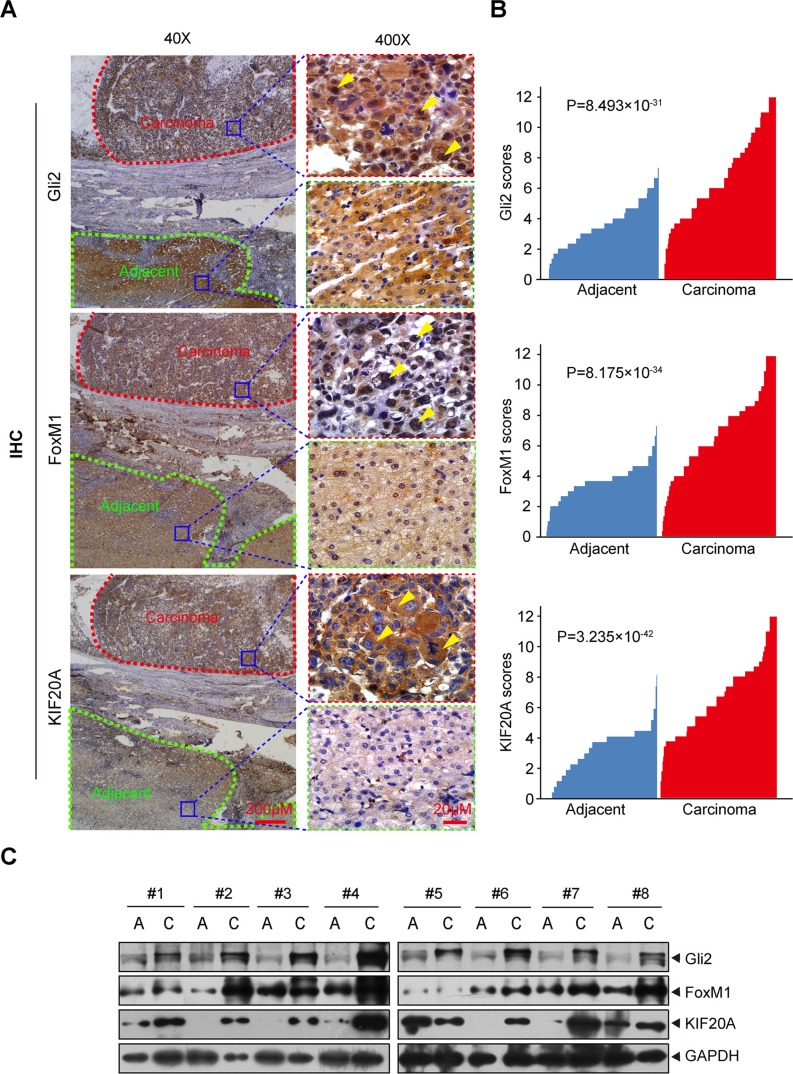
Gli2, FoxM1 and KIF20A are highly expressed in HCC tissues (**A**) IHC detection of Gli2, FoxM1 and KIF20A expression in a representative HCC sample and a matched adjacent normal liver tissue sample. The areas of carcinoma and adjacent tissues were sketched. Subcellular locations of Gli2, FoxM1 and KIF20A were indicated by yellow arrows. (**B**) The expression of Gli2, FoxM1 and KIF20A was plotted using the immunohistochemical scores. Statistical significance was analyzed using the Wilcoxon matched-pairs signed-rank test. (**C**) Eight pairs of randomly selected HCC tissues and adjacent non-tumor tissues were subjected to Western blot analysis for Gli2, KIF20A and FoxM1.

Next, we analyzed the correlation of the expression of each of the three genes with clinicopathological features in HCC patients. As shown in Table 1 and Supplementary Figure S3, higher expression of Gli2, FoxM1 and KIF20A were all significantly correlated with histologic grade, vascular invasion, HBV infection and TNM stage in HCC. Moreover, the Spearman correlation coefficient showed that expression of Gli2, FoxM1 and KIF20A were positively correlated to each other (Figure 6A). To investigate whether the expression of Gli2, FoxM1 and KIF20A is correlated with the clinical prognosis of HCC, we analyzed two survival parameters, overall survival (OS) and disease-free survival (DFS). The patients were divided into two groups according to the expression levels of Gli2, FoxM1 and KIF20A. The Kaplan–Meier method and log-rank test revealed that HCC patients with higher levels of these three proteins had significantly lower survival rates (Figure 6B, 6C). A univariate analysis also revealed a difference in survival related to histologic grade, vascular invasion, TNM stage, Gli2, FoxM1, and KIF20A status. A multivariate Cox proportional hazards model showed that histologic grade, vascular invasion, Gli2, FoxM1 and KIF20A were significantly associated with tumor recurrence and overall patient survival (Supplementary Table S6). These results demonstrate that Gli2, FoxM1 and KIF20A are co-expressed in HCC tissues and suggest that they can be used as independent prognostic markers for HCC.

**Table 1:** Association of Gli2, FoxM1 and KIF20A expression levels with clinicopathologic characteristics in HCC

Clinicopathologic		Gli2 expression					FOXM1 expression					KIF20A expression				
		Low		High			Low		High			Low		High		
Measurement data	n	Count	%	Count	%	P value	Count	%	Count	%	P value	Count	%	Count	%	P value
**Age, years**																
≤ 50	210	53	25.2%	49	23.3%		47.00	0.22	55.00	0.26		50.00	0.24	52.00	0.25	
>50		60	28.6%	48	22.9%	0.60	50.00	0.24	58.00	0.28	0.97	52.00	0.25	56.00	0.27	0.90
**Sex**																
male	210	95	45.2%	80	38.1%		80	38.1%	95	45.2%		83	39.5%	92	43.8%	
female		18	8.6%	17	8.1%	0.757	17	8.1%	18	8.6%	0.757	19	9.0%	16	7.6%	0.459
**ALB Level, g/L**																
<34	208	9	4.3%	14	6.7%		10	4.8%	13	6.3%		10	4.8%	13	6.3%	
≥34		103	49.5%	82	39.4%	0.133	87	41.8%	98	47.1%	0.748	92	44.2%	93	44.7%	0.572
**AFP Level, μg/L**																
≤20	195	63	32.3%	51	26.2%		58	29.7%	56	28.7%		62	31.8%	52	26.7%	
>20		41	21.0%	40	20.5%	0.522	34	17.4%	47	24.1%	0.220	36	18.5%	45	23.1%	0.171
**CA-199, U/mL**																
≤27	152	63	41.4%	47	30.9%		59	38.8%	51	33.6%		60	39.5%	50	32.9%	
>27		18	11.8%	24	15.8%	0.111	16	10.5%	26	17.1%	0.087	18	11.8%	24	15.8%	0.197
**TBIL, μmol/L**																
≤20.5	210	100	47.6%	79	37.6%		87	41.4%	92	43.8%		87	41.4%	92	43.8%	
>20.5		13	6.2%	18	8.6%	0.151	10	4.8%	21	10.0%	0.092	15	7.1%	16	7.6%	0.982
**Histologic Grade**																
Well or Moderate	210	94	44.8%	65	31.0%		85	40.5%	74	35.2%		90	42.9%	69	32.9%	
Poor		19	9.0%	32	15.2%	**0.006**	12	5.7%	39	18.6%	**1.911×10^−4^**	12	5.7%	39	18.6%	**3.919×10^−5^**
**Vascular invasion**																
Negative	210	109	51.9%	83	39.5%		93	44.3%	99	47.1%		99	47.1%	93	44.3%	
Positive		4	1.9%	14	6.7%	**0.005**	4	1.9%	14	6.7%	**0.033**	3	1.4%	15	7.1%	**0.005**
**HBV infective state**																
Negative	210	27	12.9%	4	1.9%		22	10.5%	9	4.3%		25	11.9%	6	2.9%	
Positive		86	41.0%	93	44.3%	**5.659×10^−5^**	75	35.7%	104	49.5%	**0.003**	77	36.7%	102	48.6%	**1.088×10^−4^**
**Hepatic cirrhosis**																
Negative	209	57	27.3%	45	21.5%		49	23.4%	53	25.4%		51	24.4%	51	24.4%	
Positive		55	26.3%	52	24.9%	0.516	47	22.5%	60	28.7%	0.551	50	23.9%	57	27.3%	0.636
**TNM stage**																
StageI-II	210	89	42.4%	63	30.0%		80	38.1%	72	34.3%		84	40.0%	68	32.4%	
Stage III-IV		24	11.4%	34	16.2%	**0.026**	17	8.1%	41	19.5%	**0.002**	18	8.6%	40	19.0%	**0.002**

**Figure 6:**
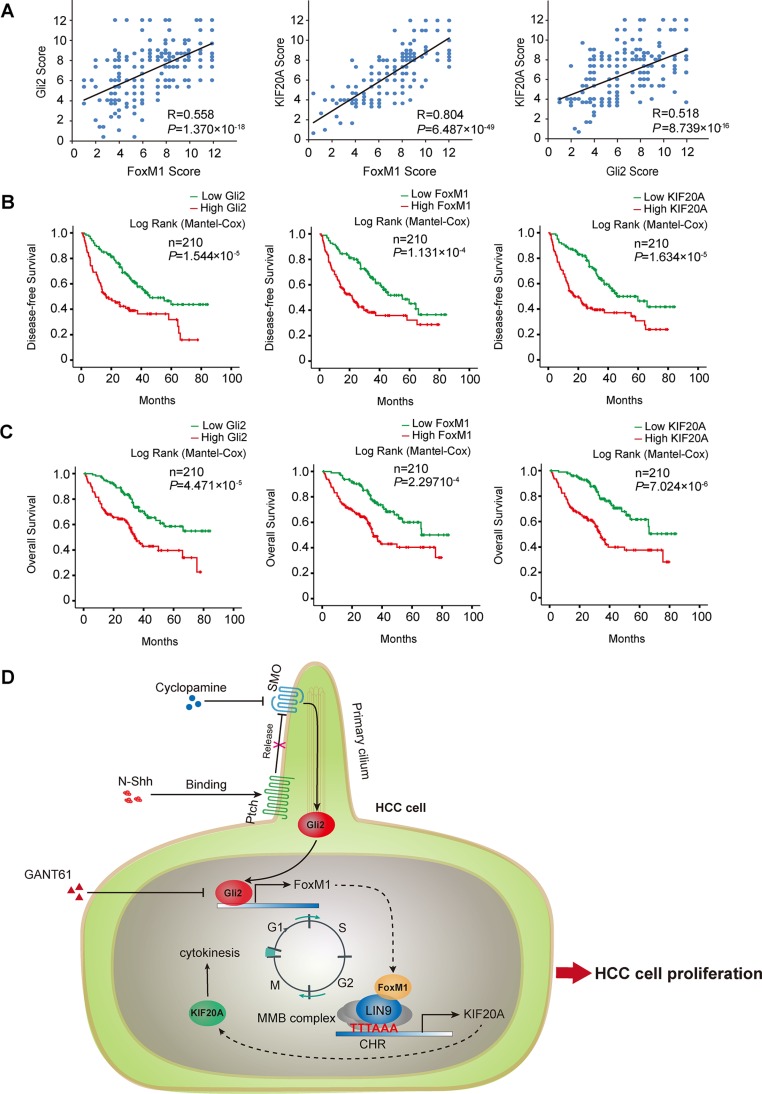
Gli2, FoxM1 and KIF20A are co-expressed in HCC and predict the survival outcome of HCC (**A**) The correlation among Gli2, FoxM1 and KIF20A expression in HCC is displayed as a scatter diagram. The data were analyzed by the Spearman correlation test. (**B, C**) Kaplan-Meier curves were used to represent the difference in the overall survival and disease-free survival of HCC patients between the negative/low and medium/high expression groups for Gli2, FoxM1 and KIF20A. (**D**) A schematic model showing that the Gli2-KIF20A axis regulates the growth of HCC. Hh signaling activates Gli2, which directly transactivates FoxM1. Increased FoxM1 induces KIF20A transcription via the MMB complex, promoting mitosis of the cell cycle and proliferation of HCC cells. The inhibition strategy of the Gli2-KIF20A axis is shown to suppress HCC proliferation and growth in this study.

## DISCUSSION

Aberrant activation of Hh signaling by Glis is characteristic of a variety of aggressive human carcinomas, including HCC. However, the molecular mechanisms underlying Hh signaling mediating the initiation and progression of HCC cells remain largely elusive. Here, we identified KIF20A as a new signaling axis in the growth of HCC in response to Hh signaling and implicated this pathway as a potential target for future development of anti-HCC therapy.

Microarray technology and meta-analysis have been widely used in the fields of molecular genetics to understand underlying biological mechanisms. And, a combination of the two approaches can increase both the statistical power and generalizability of Microarray analysis [25]. By employing these approaches, we found that FoxM1 and KIF20A were highly expressed in HCC and markedly repressed by blockade of the Hh pathway. Furthermore, we demonstrate that Gli2 regulated KIF20A expression via directly activating FoxM1 expression. Although a previous study found that activation of the Hh pathway is an important determinant of FoxM1 expression in basal cell carcinoma cells [26], our study as presented here for the first time shows that Gli2 directly activates FoxM1 by binding to the Gli consensus sequence (5′-GACCACCCA-3′) in HCC cells. Both Gli1 and Gli2 act as transcriptional activators in the presence of Sonic hedgehog (Shh) ligand, and their DNA binding motifs are similar [4]. However, loss of Gli2 is embryonically lethal, whereas Gli1 is not essential for animal development [27]. Additionally, Gli1 is a direct downstream target of Gli2 and mediates positive feedback regulation in the Hh pathway [28, 29]. Because knockdown Gli1 did not inhibit the growth of HCC cells and had a limited effect on the expression of Hh downstream target genes [8], Gli1 is less likely to act as a primary upstream regulator of FoxM1 in HCC cells. Previous studies have indicated that aberrant activation of Hh signaling by Gli transcription factors plays a critical role in cell proliferation by directly regulating the expression of N-myc, CCND1 and CCND2 genes to promote cell-cycle progression at the G1/S-phase [9, 30]. The Hh signaling has also been proposed to affect CCNE expression by promoting cell-cycle progression through the S-phase [31]. Here, our study revealed that Gli2 communicates with the cell-cycle machinery at the G2/M-phase of HCC cells through the FoxM1-KIF20A axis. Consistently, KIF20A levels are oscillated during the cell cycle, similar to that of cyclin B2, as KIF20A accumulates in mitotic cells, but is essentially absent in interphase cells [19]. Hence, Hh signaling also drives the cell cycle progression through G2/M phase by activating the Gli2-FoxM1-KIF20A pathway.

Also, our study offers additional insight into the mechanism underlying the activation of KIF20A expression by the Hh-Gli2-FoxM1 pathway. Although our finding is somehow similar to a recent study showing that FoxM1 directly regulates KIF20A expression [32], our results are discrepant from theirs in two aspects. First, we found that FoxM1 acts via the CHR elements (hg38: +344 ~ +349, 5′-TTTAAA-3′), instead of the canonical FKH motifs (hg38: +347 ~ +351, 5′-AAATA-3′) that was shown previously [32]. Also, we found that FoxM1 is recruited to this CHR element by interacting with LIN9 (a core component of the MMB complex), rather than binding to the CHR directly. Our finding is also supported by another study, which reported that KIF20A is regulated by the cell cycle-dependant element (CDE) and cell cycle homology region (CHR) [33], though this report did not reveal any specific transcriptional factor that binds to this DNA element. Our finding is further supported by other recent studies showing the functional interaction between FoxM1 and the MMB complex central to the expression of cell cycle-regulated gene independent of the canonical FKH motif [21, 23, 34]. Hence, in concert with other studies, our study logically links the Hh signaling with the regulation of mitotic genes via the Gli2-FoxM1 axis.

Consistent with previous studies [35–39], we found that Gli2, FoxM1 and KIF20A are highly elevated in primary human HCC samples. However, our analysis of 210 HCC cohort samples also revealed that the expression of these genes is positively correlated with each other. Additionally, we found that the expression of Gli2, FoxM1 and KIF20A is significantly correlated with HBV-caused hepatitis, positive vascular invasion, poor histologic grade and TNM stage (Table 1). The expression levels of Gli2, FoxM1 and KIF20A were significantly different between the HBV-positive and HBV-negative HCC patients. This finding is in line with two previous reports [40, 41]. One study showed that chronic hepatitis B virus (HBV) X protein (HBx) expression is correlated with the upregulation of Hh markers in human liver cancer cell lines, HCC samples and an HBx transgenic HCC mice model [40]. Another study showed that HBx also upregulated FoxM1 expression through the ERK/CREB pathway [41]. Finally, our multivariate survival analysis of the expression of these genes in HCC revealed that Gli2, FoxM1 and KIF20A are significantly independent parameters for the prediction of HCC prognosis (DFS and OS).

In summary, we show that Gli2 can directly activate the transcription of FoxM1 in response to Hh signaling, which in turn induces the transcription of KIF20A via the MMB complex in human HCC, establishing a novel Gli2 -KIF20A axis (Figure 6D). And, inhibition of this Gli2-KIF20A axis can efficiently repress HCC tumor growth *in vitro* and *in vivo*. Our results also suggest that the Gli2-KIF20A axis could serve as a potential target for developing therapeutic intervention and as a potential prognostic biomarkers for human HCCs.

## MATERIALS AND METHODS

### Cell lines and transfection

Source and culture of cell lines are described in Supplementary Information. Transient transfection of cells was performed with lipofectamine 2000 (Invitrogen, Carlsbad, CA) according to the instructions of the manufacturer.

### Microarray analysis

HCC-LM3 cells were incubated with cyclopamin (20 μM), GANT61 (20 μM) or vehicle (DMSO) for 48 h. Gene expression profiles were obtained using the genome-wide HumanHT-12 v4 Expression BeadChip arrays (Illumina, San Diego, CA). The methods are described in Supplementary Information. Genes with a *DiffScore* less than −50 or more than 50 were considered differentially expressed genes (DEGs). All raw data are available at Gene Expression Omnibus (GEO) database (Accession number: GSE73481).

### Meta-analysis of gene expression data

CEL data files of gene expression datasets meeting the inclusion criteria were downloaded from NCBI GEO (Supplementary Table S1). Raw data of the datasets were normalized and analyzed using two different meta-analysis methods: combined *p*-values and combined effect size. The leave-one-out meta-analysis was used to control the influence of a single dataset with large samples on meta-analysis results. Details of inclusion criteria and methods are available in Supplementary Information.

### Western blotting and real-time PCR

Protein extracts were obtained using extraction buffer and analyzed by Western blotting as previously described [42]. Quantitative real-time PCR was performed with an ABI step plus one sequence detection system (Applied Biosystems). The specific primers used for PCR amplification are shown in Supplementary Table S2. Details are available in Supplementary Information.

### Chromatin immunoprecipitation (ChIP) assay

A modified protocol from Upstate Biotechnology was used. The predictive binding sequences and the primers used for *FoxM1* and *KIF20A* promoters are listed in Supplementary Table S4. Additional details are available in Supplementary Information.

### Clonogenic, cell proliferation and cell cycle assays

HCC cells were transfected with indicated plasmids and the proliferation rates from day 2 to day 6 were measured using flow cytometry. For the clonogenic assay, HCC cells (3 × 10^3^ per well) were plated in 6-well plates and cultured for 2 weeks. All plates were stained with 0.5% crystal violet (w/v) and the colony numbers were counted. The cell cycle was analyzed by propidium iodide staining and flow cytometry. Details are available in Supplementary Information.

### Lentivirus infection and xenografts

Lenti-X-shRNA Tet-On systems (pGV307-RFP) of shRNA-Gli2 and shRNA-KIF20A were constructed, packed, and purified by GeneChem (Shanghai, China). The shRNA target sequences are listed in Supplementary Table S3. Lentivirus infection was performed according to the protocol provided by the manufacturer. The methods of *in vivo* experiments are described in Supplementary Information. All animal experiments were approved by the Ethical Committee of the First Affiliated Hospital of Nanchang University.

### Patients and clinical samples

This study included 210 patients who were surgically treated for hepatocellular cancer (HCC) at the First Affiliated Hospital of Nanchang University between January 2007 and December 2013. The inclusion criteria were described in Supplementary Information. The study protocol was approved by the Ethics Committee of the Frist Affiliated Hospital of Nanchang University (Nanchang, China).

See Supplementary Information for Antibodies, Reagents, Constructs, Luciferase assay, Time-lapse live-cell imaging, Immunofluorescence, Immunohistochemistry and Statistical analysis.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

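Gene expression was measured in HCC-LM3 cells incubated for 48 h with cyclopamine, GANT61 or DMSO, on 1 Illumina HumanHT-12 v4 Expression BeadChip array per condition, and the arrays were assigned to conditions by their labels and the paper's methods. The authors deposited a signal intensity for each of 47319 probes and array, on a linear scale. These intensities had been normalized between the arrays by the authors, since the sorted values of the 3 arrays are identical among the brightest probes. The normalization software and its version are not given in the sources used here. A second deposited table holds signals and detection values before normalization in 6 columns, whose headings match no sample, and these 6 columns were not used here. For that reason the background correction chosen at first, which needs those columns, was replaced by the log2 of the deposited intensity, and the filter on detection values by a filter on intensity chosen after seeing the data.

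Probes were named by the platform annotation and the gene table of GRCh38.p14. Of the 47319 probes, 30110 have 1 gene symbol, 8 have several and were left out, and 17201 are unnamed here. Of the named probes, 30071 matched a gene of that table by its gene identifier. The gene level is the probe with the highest mean log2 intensity over the 3 arrays. Background was taken as the most common intensity of each array (42.5, in bins of 1), and a probe above 1.5 times this value on at least 1 array entered the counts. A gene not above background on 1 array of a comparison has only a bound there, given as an at least N-fold difference against the background limit. Of the 485 genes at least 2-fold lower with both compounds, 48 were not above background on at least 1 treated array, and 479 genes remain in the count when all dim values are set to the limit.

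Differences are log2 intensities of a treated array minus those of the DMSO array. No test between conditions was made, because each condition has 1 array, and the number of arrays limits the precision. The DiffScore of the paper rests on bead-level errors that were not used here, so a 2-fold rule stands in its place. The noise of an array was estimated in 5 classes of brightness from the median absolute deviation between pairs of probes of one gene. From it, 1000 sets of unchanged arrays sharing 1 DMSO array were simulated with normal noise. Of 31 gene lists, those with at least 3 genes above background had their median log2 difference set against 10000 random lists matched in 20 classes of brightness, which leaves out the markers of fibroblasts, endothelial cells and immune cells. Genes named in the text are those the paper names, the 10 largest falls and rises with each compound, with both and between the compounds, up to 4 genes of each list and all mitotic kinesins, and any gene outside it is marked as chosen after its values were seen. The gene lists and the rule for named genes were set before the data were examined. The steps were tested on simulated arrays of the same probes, in which all 50 genes made 4-fold lower and 38 of 48 made 2.5-fold lower with both compounds passed 2-fold with both, against 13 of 10705 unchanged genes. Of the genes made higher, 50 of 50 passed at 4-fold and 30 of 50 at 2.5-fold. These arrays carry the same normal noise without outlying probes, so the count of unchanged genes that passed may be too low.

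The alternatives were normexp background correction with an offset of 50 followed by quantile normalization, the mean of all probes of a gene, no filter on dim probes, 1.5-fold and 3-fold thresholds, and list medians minus the median of all genes. Added after seeing the data were other background limits (a lower one, one of 2 times the most common intensity, or all 3 arrays above it), subtraction of the background with an offset of 16, and scaling on the reference genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 were used. The tumor datasets, the real-time PCR and the protein measurements of the paper were not analysed here.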

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

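Of the tests below, the removal of the gene density trend and the lists matched on gene density were set before their results were seen, and the other tests were chosen after the result was seen.

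The genes at least 2-fold lower with both compounds were unevenly spread over the genome: among genes with the fewest protein-coding neighbours (0 to 11 within 1 Mb either side, on GRCh38.p14) 1.21% of 1989 were lower with both, and among those with the most (49 to 112) 10.0% of 1988, while 3.07% and 2.52% were higher with both. The tables argue against noise of single spots, by 108 second probes of these genes, which were not used to pick them. Of these, 94 (87.0%, exact binomial 95% interval 79.2% to 92.7%) were lower with both compounds, compared with 38.0% of all 2764 second probes. The interval takes genes as independent although they share the same 3 arrays, so it does not cover differences between cultures. At 2-fold, 44 (40.7%) were lower with both, compared with 4.31% of all. Of 83 second probes of genes higher with both, 52 (62.7%) were higher and 10 (12.0%) 2-fold higher, compared with 37.7% and 1.81% of all. Gene density served as a stand-in for the GC content, which was not computed here. After the median change of genes of like brightness and density was taken off, 390 genes were lower with both, 344 of them among the 469 before. Independent lists would share 53.0. By density alone, the group medians ran from 0.14 to −0.15 with cyclopamine and from 0.16 to −0.20 with GANT61. The medians taken off were those of classes of density and brightness together. This removes only the shift shared by the genes of a class, and 344 of the 469 genes stayed lower without it. An effect that differs between genes of one class would remain, so this removal cannot decide whether the trend with density is the cause. A difference of the 1 DMSO culture or array and a response common to both inhibitors cannot be told apart, because both comparisons share that array. Over the 485 genes the median of GANT61 minus cyclopamine was −0.072 beside a median fall of −1.42. Either would give this, and the genes were picked for being low with both, so the value does not decide between them. A GC effect finer than gene density stays open as well.

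Genes of glycolysis and hypoxia, which the paper does not discuss, had a median log2 difference of −0.86 with cyclopamine and −0.55 with GANT61 (0.15 with GANT61 when scaled on the reference genes, and −0.60 and −0.34 with the mean of all probes), and 12 reference genes had −0.52 and −0.70. PKM (pyruvate kinase) had an intensity of 2188 with DMSO, 276 with cyclopamine and 400 with GANT61, and all 3 of its probes were at least 2-fold lower with both compounds, as were PGAM1, TPI1 and ALDOA by their brightest probes, whereas the other PGAM1 probe had −0.20 and 0.11. The higher of the 2 percentiles of the glycolysis list among random lists of like brightness was 0.15. The list was flagged by its place among these same lists, so this is no separate test of brightness. Matching on gene density as well gave 0.16. The difference of the 1 DMSO culture or array stays open here too, and no biological explanation was tested.

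Immediate early genes, a class that responds within minutes to growth factors and stress and that the paper does not discuss, had a median log2 difference of 0.67 with GANT61 and −0.33 with cyclopamine, the latter turning to 0.19 when scaled on the reference genes. EGR1 had an intensity of 233 with DMSO, 132 with cyclopamine and 1173 with GANT61, and IER3 had 1349.5, 865 and 7128. The list's median of GANT61 minus cyclopamine (0.84) lay at the 100 percentile of random lists of like brightness. The list was flagged by its place among such lists with GANT61, so this is no separate test of brightness. Handling of the 1 GANT61 culture cannot be told apart from a response to GANT61, because there is 1 array. Of the 14 genes above background, 13 were higher with GANT61 than with cyclopamine. This count restates the contrast, which either would give, and does not decide between them.

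The other lists outside those the paper discusses with a median difference from DMSO of at least 0.5 in size, under the 0.5 or over the 99.5 percentile of random lists, were these. The median of 23 proteasome genes was 0.53 with GANT61. That of 11 genes of NF-κB and inflammation was 0.70 with cyclopamine (0.47 with dim values set to the background limit, 0.11 with no filter on dim probes and 0.15 with genes above background on all 3 arrays) and 0.78 with GANT61 (0.37 with no filter). The median of 4 metallothioneins was 1.56 with GANT61 (0.96 with no filter). The median of 11 replication-dependent histone genes was 0.57 with cyclopamine and −0.24 with GANT61 (0.46 scaled on the reference genes), and that of GANT61 minus cyclopamine was −0.52, at the 0.070 percentile. Just short of this rule, 13 interferon response genes had a median of 0.51 with cyclopamine, at the 99.48 percentile, and 0.13 with GANT61.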

How the results depend on the processing

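The deposited values are themselves quantile-normalized and show no apparent subtraction of background. Quantile normalization and no background correction, as 2 alternatives, were therefore taken to be the reported values. Median scaling, no normalization and the filters on detection values need the columns that were not used and were not run. No paired analysis was possible because each condition has 1 array. Spread here means the SD from probe pairs for KIF20A and FOXM1. For list medians it means an SD scaled from the range of the random lists. With normexp background correction and with list medians taken minus the median of all genes, the results recomputed stayed within 1.5 times for counts and within their spread for the KIF20A and FOXM1 differences and list medians. The same holds for counts, KIF20A, FOXM1, kinesins and G2/M genes with no filter on dim probes and, chosen after seeing the data, with a lower limit, a limit of 2 times the background and all 3 arrays above it. Other list medians moved beyond their spread for 4, 1, 2 and 3 results in that order, for 8 with the mean of all probes and for 2 with the background subtracted. Signal over background limits the dim genes: without the filter the median of the xenobiotic response list with GANT61 turned from 0.35 to −0.064 and that of the hepatocyte list with cyclopamine from −0.57 to 0.018, as dim genes enter each list. The 1.5-fold threshold gave 1730 lower and 1636 higher with cyclopamine, 2170 and 2192 with GANT61, 1283 and 1017 with both, and 1146 lower and 1075 higher with GANT61 than with cyclopamine. The 3-fold threshold gave 155 and 59, 295 and 177, 111 and 24, and 70 and 54 in the same order. The mean of all probes gave 167 genes higher with both. Subtracting the background with an offset of 16, chosen after seeing the data, gave 750 higher with cyclopamine, 410 higher with both, and 570 lower and 424 higher with GANT61 than with cyclopamine. The cause was not tested, apart from the thresholds, which change counts by construction.

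Scaling on the reference genes, chosen after seeing the data, adds 0.52 (cyclopamine) and 0.70 (GANT61) to every log2 difference, which by construction gives fewer lower and more higher genes. It gave 183 lower and 2152 higher with cyclopamine, 232 and 3591 with GANT61, 107 and 1642 with both, and 210 and 436 between GANT61 and cyclopamine, and 2 of the 7 candidate genes stayed 2-fold lower with both. KIF20A had −1.03 and −0.80 and FOXM1 −1.62 and −1.32 with cyclopamine and GANT61, mitotic kinesins a median of −0.34 and 0.046 and G2/M genes −0.10 and 0.35. Of the medians larger than their spread among random lists, the sign turned with cyclopamine for S phase (0.20), cholesterol synthesis (0.20), heat shock (0.22), xenobiotic response (0.25) and immediate early genes (0.19). With GANT61 it turned for the Hh pathway (0.25), cholesterol (0.35) and fatty acid synthesis (0.35), ATF4 (0.34), NRF2 (0.36), glycolysis (0.15), oxidative phosphorylation (0.49) and ribosomal proteins (0.53). A median larger than its spread can still lie inside the central range of the random lists. With cyclopamine this held for xenobiotic response (14.2 percentile) and immediate early genes (2.98). With GANT61 it held for the Hh pathway (9.44), cholesterol (2.66) and fatty acid synthesis (7.04), NRF2 (4.02) and oxidative phosphorylation (2.55). The other medians named lay outside that range. Of the medians smaller than their spread, another 7 turned with cyclopamine and 4 with GANT61, and 11 turned under the other settings together. The place of a list among random lists does not depend on this scaling.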

Differences from the paper's values

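For cyclopamine, 659 genes were at least 2-fold lower than with DMSO, and the paper's number is about 370 in Figure 1A, summed over the circle and read by eye. The thresholds differ, since the paper uses a DiffScore under −50 and a 2-fold rule is used here. Of the alternatives set before the data were examined, normexp background correction (546) and the mean of all probes (530) fall within 1.5 times the paper's number, whereas no filter on dim probes (659), the 1.5-fold threshold (1730) and the 3-fold threshold (155) do not.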

Other observations

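The comparison of the 7 candidate genes with genes of like brightness and gene density was chosen after their changes were seen.

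Genes of hepatocytes were largely at background in these HCC-LM3 cells. Of 24 hepatocyte genes with a probe, 3 were above background on any array, and AFP, APOA1, APOB, TTR and SERPINA1 were not among them (chosen after their values were seen). ALB (albumin) had an intensity of 69.6 with DMSO, 70.4 with cyclopamine and 80.0 with GANT61, just above the background limit of 63.7. CPS1, the first enzyme of the urea cycle, was by contrast bright, with 9060.4 (DMSO), 5742 (cyclopamine) and 1451 (GANT61), a log2 difference of −2.64 with GANT61. Markers of other cell types were mostly dim too, with 2 of 10 fibroblast, 2 of 8 endothelial and 1 of 9 immune cell genes above background. The latter is CD68, which many other cells also express, at 238, 509 and 1032, and its next brightest probe had 85.4, 132 and 1679.

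Heat shock proteins and chaperonin subunits differed between the compounds: of 21 genes, 3 were at least 2-fold lower with both, including HSP90AB1 and STIP1, and 5 were 2-fold higher with GANT61, including HSPA1B, an inducible HSP70, at 2.61 against 0.30 with cyclopamine. The median was −0.30 with cyclopamine (0.22 scaled on the reference genes) and 0.053 with GANT61. Of 21 ATF4 and amino acid response genes, 2 were 2-fold lower and 3 higher with cyclopamine, and 4 lower and 3 higher with GANT61. Their median was 0.14 with cyclopamine and −0.36 with GANT61 (0.34 scaled on the reference genes), at the 75.5 and 1.01 percentile of random lists. SLC3A2, an amino acid transporter subunit, had −0.36 and −1.37 by its brighter probe and 0.67 and −0.19 by the other. PPP1R15A and TRIB3 were higher with both, at 1.59 and 1.17 with cyclopamine and 2.79 and 1.06 with GANT61, while DDIT4 was lower with both (−1.02 and −1.61). Of 18 cholesterol synthesis genes 4 were 2-fold lower with both, among them DHCR7, MVD and TM7SF2, and CYP51A1 was 2-fold higher, at 1.62 and 1.90. Ribosomal protein genes had a median of 0.0084 and −0.17 and oxidative phosphorylation genes 0.11 and −0.21, the values with GANT61 turning positive when scaled on the reference genes. With 1 array per condition no p-value can be given. Among random lists, the median of GANT61 minus cyclopamine lay at the 100 percentile for heat shock proteins (0.58), at 0.12 for ATF4 (−0.37), at 0.57 for oxidative phosphorylation (−0.27) and at 0.94 for ribosomal proteins (−0.18), the last at 3.92 when matched on gene density as well. The cholesterol synthesis medians of −0.32 with cyclopamine and −0.35 with GANT61 lay at 1.49 and 2.66, and scaled on the reference genes they turned to 0.20 and 0.35.

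The paper reports a lower Bcl2 protein level after both inhibitors. The BCL2 mRNA on the arrays, which is another measure, was higher with cyclopamine (log2 difference 0.55) and lower with GANT61 (−0.59). Set against the 207 genes of like brightness and gene density, the KIF20A change lay at the 2.90 percentile with cyclopamine and at the 3.38 percentile with GANT61, and its log2 differences minus their medians were −1.74 and −1.68. FOXM1 was the lowest of 198 such genes with both compounds, at −2.39 and −2.38. For the other 5 candidate genes the percentiles ran from 0 (HSP90AB1) to 1.65 (TPX2) with cyclopamine and from 1.01 (HSP90AB1) to 7.18 (CCT3) and 14.4 (FEN1) with GANT61. The paper chose the 7 candidate genes in part for being lower on these same arrays. Low percentiles follow at least in part from that choice and are no separate evidence.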
